A study of Rattus norvegicus with 5 samples.

How the data were processed

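The series holds 5 single-cell RNA libraries of cultured neonatal rat ventricular cells, a mixture of myocytes and non-myocytes per the labels. Cells had been given an adenovirus that carries GFP or an adenovirus that carries the transcription factor TBX18. They were collected at day 3 or day 14. Another culture received the TBX18 virus together with A83-01, an inhibitor of TGF-beta receptor signalling, at 0.2 µM. The title and description of that sample place it at day 14, while its treatment label gives 3 days, so that the length of exposure to the inhibitor is not settled here. Each of the 5 groups has 1 library. No test between groups was therefore made, and no p-value is given.

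Libraries were made with a droplet-based 3' kit and sequenced on an Illumina instrument, per the labels' protocols. The aligner, the counting program, the genome build and the authors' filters on cells and genes are not stated in the labels or file headers. The day 3 tables were deposited by the authors as estimated counts of UMIs, judging from the values, where a UMI is a tag that marks 1 captured RNA molecule. Of their nonzero values, 99.7% were whole within 0.05 in each library, and the values of 257 genes in the GFP library and 252 in the TBX18 library included fractions. The day 14 tables were deposited as log2 values, namely log2 of CPM plus 1, computed within each cell. After the log was undone, the sum per cell lay between 999991 and 1000010 in all 3 tables. UMI counts were recovered by taking the most common nonzero value of a cell as 1 UMI, which made 99.7% of values whole within 0.05 in each of the 3 tables. Recovery was tested on 500 simulated cells made from each day 3 library over 15074 genes, and 100% of counts came back exactly. The design written before the data were examined assumed whole counts throughout, so summed values were rounded to whole numbers for the exact intervals.

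The tables list genes by Ensembl ID without names. Of 17060 IDs, 0 were found in the gene table used here, so the files do not pair IDs with names. The planned gene lists, cell type markers, and filters on mitochondrial genes could not be applied, and cell classes are left unnamed. The virus features EGFP, ZsGFP and hTBX18 are named in the tables and were always reported. The day 14 tables also name Dsred, hSHOX2 and hTBX3, each with 0 UMIs, and the day 3 tables do not list these. Analyses used the 15074 genes listed in all 5 tables, which held from 99.80% to 99.99% of a library's UMIs. In what follows, CPM values take the UMIs of a library over these genes as their base.

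Barcodes with at least 500 genes were kept. The tables of day 14 started at 1997 genes and ended at 5597 genes and 33982 UMIs per cell, a range the day 3 tables did not have, so day 14 and day 3 differ in filter, gene list and unit as well as in time. Doublets were scored with Scrublet in scanpy 1.11.5. Its automatic threshold marked 0.308% of the GFP library at day 3, 0.0623% of the GFP library at day 14 and 0.0240% of the TBX18 library at day 14, too few to have worked. It marked 4.16% of the TBX18 library at day 3 and 2.24% of the A83-01 library. In its place, cells that scored above the mark of the top 6% of their library were left out, a rule chosen after seeing the data. Cells tied at the mark were kept, so the rule left out 461 and 387 cells for GFP and TBX18 at day 3, and 355, 441 and 408 cells for GFP, TBX18 and A83-01 at day 14.

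All kept cells were clustered together without the virus genes. Counts were scaled per cell and log-transformed, and 2000 variable genes gave 30 principal components. A shared-neighbour graph over 20 neighbours was partitioned with leidenalg 0.10.2 at resolution 1. Profiles of each cluster in each library, where it held at least 20 cells, were centred within the library and joined by average linkage into 2 compartments. Compartment 1 is the one with the larger share of EGFP-positive cells in the GFP library at day 3. This step was also chosen after seeing the data, because the planned markers could not be read.

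Counts were summed over the cells of a library and compartment. Log2 ratios were computed with a pseudocount of 0.5 CPM over genes with a mean of at least 20 CPM across the 5 libraries, and their standard deviation (SD) over genes was taken as the size of a difference between libraries. Ratios of the transgenes and of single named IDs are ratios of sums over totals, with no pseudocount and without the minimum of 20 CPM. Genes are not replicates, and these values describe the libraries. On simulated counts with 100 genes raised and 100 lowered 2-fold among 4478 genes, the median log2 ratio for the day 3 comparison was 0.98 for the raised and -1.01 for the lowered genes. The same simulation gave 0.98 and -1.00 over 5394 genes for TBX18 against GFP at day 14, and 0.97 and -1.02 over 5338 genes for A83-01 against TBX18. Sums carry exact Poisson intervals, ratios of sums exact intervals given their total, and shares exact Clopper-Pearson intervals, all at 95%. They cover counting error only and leave out differences between cultures. Intervals of sums and of ratios treat each UMI as independent, though the 10354 EGFP UMIs of the GFP library at day 3 lay in 2674 cells. Those intervals also leave out the sampling of cells, and are too narrow for the transgenes. Shares of cells with a UMI were also computed after thinning each cell to 5000 UMIs.

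Within a library, cells with at least 1 UMI of their own virus were compared with cells without one, matched in 5 strata of UMIs per cell. The reliability of these contrasts was estimated from 20 random splits of the cells. Named genes were to be those furthest up and down by the inner end of the exact interval of the ratio, with at least 100 counts, at least 50 CPM in the higher library and a ratio of at least 2 under both scalings. The rule's condition on gene symbols could not be met. The 2 highest and 2 lowest IDs are given for TBX18 against GFP at day 3 in compartment 1 alone.

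Alternatives fixed before the data were examined were other cell filters, doublets kept, other clustering resolutions, libraries clustered separately, median-of-ratios scaling, totals without the 20 most abundant genes, the mean of per-cell CPM, and unthinned cells. Alternatives added after seeing the data were the day 14 range of genes and UMIs at both days, a mean of at least 100 CPM, a pseudocount of 5 CPM, clustering without 500 genes that separate the compartments, and matching within clusters. A share or a transgene ratio counts as moved when it left the exact interval of the main value, and an SD or correlation when it changed by 0.05 or more. A transgene ratio counts as changed in direction when its log2 value changed sign and the main interval excluded 0. Scripts ran in Python 3.11.15 with numpy 2.4.6 and scikit-learn 1.9.0.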

Results

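Gene expression was measured in single ventricular cells of neonatal rats after delivery of TBX18 or of GFP by adenovirus. By its title, the series addresses reprogramming of ventricular myocytes to pacemaker cells by TBX18, and its design adds a TGF-beta receptor inhibitor to TBX18. The GFP library at day 3 held 8859 barcodes and 202024200 UMIs, and the TBX18 library at day 3 held 6781 barcodes and 195883820 UMIs. At day 14 the GFP library held 6424 barcodes and 104781422 UMIs, the TBX18 library 8337 barcodes and 137204875 UMIs, and the library with TBX18 and A83-01 7618 barcodes and 139441758 UMIs. Median UMIs per barcode were 22453 and 28566 at day 3 for GFP and TBX18. They were 15668, 15610 and 17620 at day 14 for GFP, TBX18 and TBX18 with A83-01. After filtering, 7667, 6102, 6069, 7896 and 7210 cells remained in the same order. Every group had 1 library, so no difference below has a replicate check, and the intervals cover counting error only.

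The virus features were examined first as a check of the labels. EGFP reached 57.3 CPM (95% interval 56.2 to 58.4) in the GFP library at day 3 and 63.2 CPM (61.6 to 64.8) in the GFP library at day 14. A single EGFP UMI was found in each of the TBX18 library at day 3 and the A83-01 library, and 0 in the TBX18 library at day 14, where 3 counts correspond to 0.0236 CPM. ZsGFP and hTBX18 had 0 UMIs in both GFP libraries, where 3 counts correspond to 0.0166 CPM at day 3 and 0.0312 CPM at day 14. The human TBX18 transcript was present at 12.6 CPM (12.1 to 13.1) in the TBX18 library at day 3, at 2.31 CPM (2.05 to 2.59) at day 14 and at 3.24 CPM (2.93 to 3.56) at day 14 with A83-01. ZsGFP was present at 30.4 CPM (29.6 to 31.2), 2.16 CPM (1.91 to 2.43) and 3.06 CPM (2.76 to 3.37) in the same libraries. Every library thus carried the transgenes of its own label.

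Cells with a transgene UMI were a minority in every library. After thinning to 5000 UMIs, EGFP was detected in 15.9% of cells (15.1 to 16.8) of the GFP library at day 3 and in 12.9% (12.03 to 13.7) at day 14. hTBX18 was detected in 5.13% of cells (4.58 to 5.72) at day 3, in 1.01% (0.805 to 1.26) at day 14 and in 1.30% (1.05 to 1.59) at day 14 with A83-01. ZsGFP was detected in 7.32%, 0.760% and 1.10% of cells of the same libraries. The shallower cells left out numbered 174, 136, 3, 4 and 0 in the order GFP and TBX18 at day 3, then GFP, TBX18 and A83-01 at day 14. Without thinning, the EGFP shares were 34.9% and 22.2%, and the hTBX18 shares were 16.5%, 2.60% and 3.77%. In the TBX18 library at day 3, 59.6% (56.5 to 62.7) of the 1006 cells with an hTBX18 UMI also had a ZsGFP UMI, against 10.6% (9.75 to 11.5) of the 5096 cells without one. The median depths of these cells were 32071 and 27970 UMIs. A cell without a transgene UMI cannot be taken as free of virus at this depth, and a cell with one cannot be taken as transduced, since free RNA can enter a droplet.

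The clustering of all kept cells gave 26 clusters, of which 10 drew at least 90% of their cells from a single library. These 10 held 60.6% of the cells. Clusters were therefore compared only as 2 compartments, which every library contained. In the GFP library at day 3, EGFP was present at 96.1 CPM (94.2 to 98.0) in compartment 1 and at 6.86 CPM (6.30 to 7.47) in compartment 2. Compartment 1 was named by its larger share of EGFP-positive cells in this library, so the direction follows from the naming. In the TBX18 library at day 3, hTBX18 was present at 23.7 CPM (22.7 to 24.7) in compartment 1 and at 1.06 CPM (0.852 to 1.30) in compartment 2. The unthinned share of cells with an hTBX18 UMI was 29.7% in compartment 1 and 2.53% in compartment 2, at median depths of 29740.5 and 27286.5 UMIs. At day 14 these shares were 10.3% and 1.13% with TBX18, and 9.01% and 1.04% with A83-01. No cell type known to lack the virus could be named, so the background share was not measured.

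**Figure D1:**
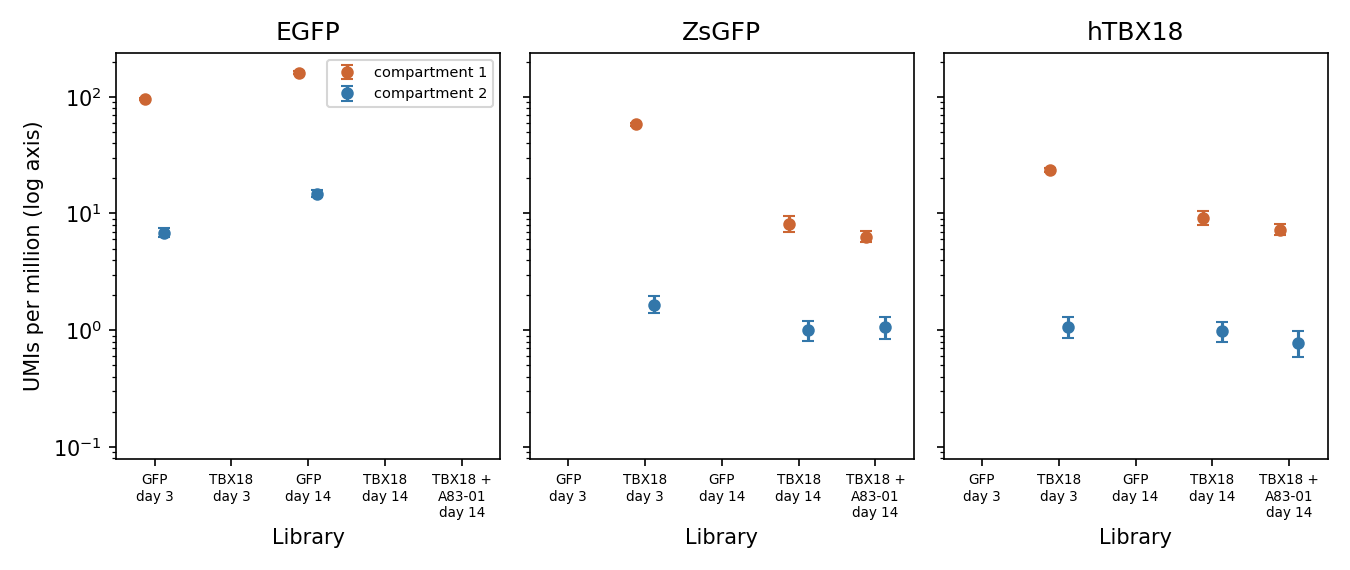
Level of EGFP, ZsGFP and hTBX18 in CPM (log axis) in each library, for compartment 1 and compartment 2, with exact 95% Poisson intervals; values resting on 3 or fewer UMIs are not drawn. In compartment 1, hTBX18 lies at 23.7 CPM at day 3 and at 9.17 CPM at day 14, while EGFP lies at 96.1 CPM and 160.3 CPM.

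The share of cells in each compartment was compared among libraries. Compartment 1 held 58.9% of cells (57.8 to 60.0) in the GFP library and 51.3% (50.1 to 52.6) in the TBX18 library at day 3. At day 14 it held 33.2% (32.0 to 34.4) with GFP, 16.0% (15.2 to 16.8) with TBX18 and 34.3% (33.2 to 35.5) with TBX18 and A83-01. The TBX18 library thus lay 17.2 percentage points under the GFP library at day 14 (a difference of -17.2), beyond counting error. The A83-01 library lay 18.4 points above the TBX18 library, and its interval overlapped that of the GFP library. When the 500 genes that separated the compartments most in the GFP libraries were left out of the clustering, an alternative chosen after seeing the data, the shares at day 14 were 33.0%, 15.8% and 34.3%. There 99.9% of cells kept their compartment, so this alternative decides little. The alternative that moved a share most was the day 14 range of genes and UMIs applied at day 3, which put the TBX18 library at day 3 at 46.2%.

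**Figure D2:**
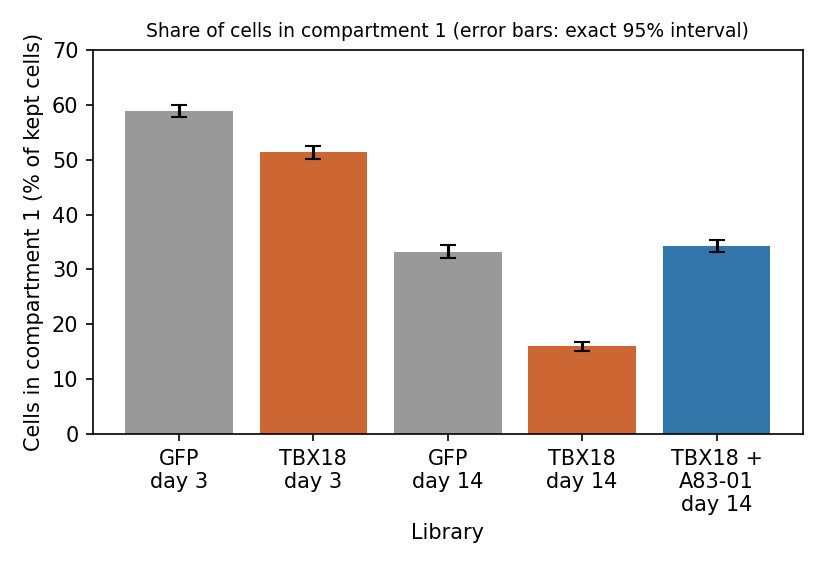
Percentage of kept cells in compartment 1 in each of the 5 libraries (bars), with exact 95% binomial intervals (error bars, counting error only). The TBX18 library at day 14 has the lowest share, at 16.0%.

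TBX18 was compared with GFP at day 3 within each compartment. Over 4508 genes in compartment 1, the log2 ratios had an SD of 0.63, with a 5th percentile of -0.91 and a 95th percentile of 0.95. Over 4990 genes in compartment 2, the SD was 0.34, with percentiles of -0.55 and 0.41. Counting error alone would give SDs of 0.04 and 0.05. With equal numbers of cells from both libraries, 1.18% of the nearest neighbours of compartment 1 cells came from the other library, against 17.8% in compartment 2 and 50% under full mixing. The largest shift in the SD of compartment 1 came from a pseudocount of 5 CPM, which gave 0.55.

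By the inner end of its interval, the highest ratio of TBX18 over GFP at day 3 in compartment 1 belonged to ENSRNOG00000058006, at 58.5 CPM against 0.255 CPM (log2 ratio 7.84, 95% interval 7.29 to 8.46). In compartment 2 its log2 ratio was -0.79 (-1.01 to -0.57). ENSRNOG00000050647 followed, at 70.1 CPM against 0.734 CPM (log2 ratio 6.58, 6.25 to 6.93). The lowest was ENSRNOG00000040201, at 2.32 CPM against 74.7 CPM (log2 ratio -5.01, -5.22 to -4.81), and ENSRNOG00000000805 came next, at 29.95 CPM against 359.2 CPM (log2 ratio -3.58, -3.64 to -3.53). None of these 4 IDs had fractional values in any of the 5 tables. The log2 ratios at day 3 in compartment 2 were 1.00 (0.83 to 1.17) for ENSRNOG00000050647 and -2.54 (-3.27 to -1.88) for ENSRNOG00000040201. For ENSRNOG00000000805 the ratio there was 0.28 (0.17 to 0.38), opposite in direction to compartment 1. At day 14 the log2 ratios of TBX18 over GFP in compartment 1 were 2.50 (1.70 to 3.36) for ENSRNOG00000058006 and 2.07 (1.85 to 2.29) for ENSRNOG00000050647. They were 0.22 (0.03 to 0.41) for ENSRNOG00000040201, where median-of-ratios scaling gave -0.011, and -1.37 (-1.46 to -1.29) for ENSRNOG00000000805. In compartment 2 at day 14 the ratios of the 4 IDs, in the order named, were 1.69 (0.93 to 2.53), 1.17 (1.09 to 1.25), 0.24 (-0.45 to 0.97) and 0.86 (0.81 to 0.91). With A83-01 over TBX18 alone, the ratios in compartment 1 were -0.005 (-0.44 to 0.45), -0.88 (-1.03 to -0.73), -1.14 (-1.34 to -0.95) and 0.35 (0.26 to 0.43) in the same order, and 0.51, -0.37, -0.63 and 0.86 under median-of-ratios scaling. In compartment 2 they were 2.03, -0.94, -1.32 and -2.63.

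At day 14 the SD of the log2 ratios of TBX18 over GFP was 0.41 in compartment 1 and 0.42 in compartment 2. The shares of neighbours from the other library were 13.3% and 6.41%. Across genes, the ratios at day 3 and at day 14 had Pearson's r of 0.13 and Spearman's rho of 0.13 in compartment 1, and r of -0.04 and rho of -0.04 in compartment 2. These comparisons share no library. Genes are not independent replicates, and the r describes these libraries only.

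**Figure D3:**
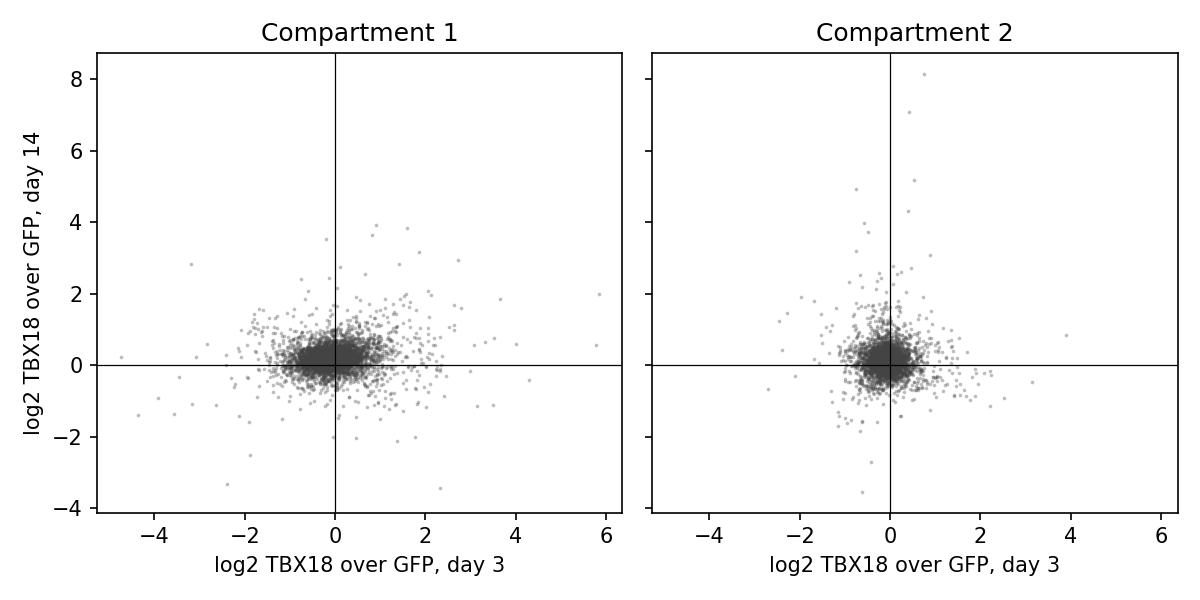
Log2 ratio of TBX18 over GFP at day 14 (y axis) against day 3 (x axis), one point per gene, in compartment 1 (4508 genes) and compartment 2 (4990 genes). Pearson's r over genes is 0.13 and -0.04.

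The addition of A83-01 to TBX18 was compared with TBX18 alone at day 14. The SD of the log2 ratios was 0.53 in compartment 1 and 0.67 in compartment 2, and 3.62% and 0.685% of neighbours came from the other library. The median log2 ratio was -0.37 in compartment 1, and median-of-ratios scaling shifted it by 0.50, so ratios of single genes depend on the scaling by that amount. Against the TBX18 over GFP ratios of day 14, which use the same TBX18 library, r was -0.53 in compartment 1 and -0.47 in compartment 2. Simulated libraries that scattered independently around 1 common profile, with the spread of the measured ratios, gave -0.51 and -0.50. Independent scatter of equal size gives such values by construction, because of the shared library. The measured r therefore cannot be read as an opposite effect of A83-01, and the simulation does not exclude one. Against the ratios of day 3, which share no library, r was -0.02 and -0.18, and the latter was -0.06 over genes with a mean of at least 100 CPM. The hTBX18 level over all cells was higher with A83-01 by a log2 ratio of 0.49 (0.27 to 0.71). Within compartment 1 its direction depended on the scaling, with a log2 ratio of -0.33 (-0.59 to -0.07) by totals and of 0.18 (-0.08 to 0.44) by median-of-ratios scaling. Within compartment 2 the ratio was -0.34 (-0.81 to 0.13) by totals and -0.20 (-0.68 to 0.26) by median-of-ratios scaling, both of which include 0. By totals the level was thus not higher with A83-01 within either compartment. The rise over all cells by totals came from the larger share of compartment 1, at 34.3% of cells against 16.0%.

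Day 14 was compared with day 3 for each virus, across tables that differ in unit, gene list and cell filter. The SD of the log2 ratios was 1.08 in compartment 1 and 1.16 in compartment 2 for GFP, and 0.94 and 1.18 for TBX18. The ratios of both viruses had an r over genes of 0.76 in compartment 1 and 0.89 in compartment 2, with no library in common. Median-of-ratios scaling shifted the median log2 ratio of TBX18 by -0.54 and -0.56. Over all cells, the log2 ratio of day 14 over day 3 was -2.45 (-2.63 to -2.27) for hTBX18 and -3.82 (-4.00 to -3.64) for ZsGFP. For EGFP it was 0.14 (0.10 to 0.19), and this direction did not hold under median-of-ratios scaling, which gave -0.20. Within compartment 1 the log2 ratio of hTBX18 was -1.37 (-1.59 to -1.15), that of ZsGFP was -2.83 (-3.06 to -2.61) and that of EGFP was 0.74 (0.69 to 0.79). Median-of-ratios scaling gave -1.92, -3.38 and 0.37. Within compartment 2, where transgene levels were low, the log2 ratio was -0.12 (-0.54 to 0.30) for hTBX18, which includes 0, -0.73 (-1.11 to -0.36) for ZsGFP and 1.11 (0.95 to 1.26) for EGFP. There the hTBX18 ratio was -0.68 (-1.10 to -0.26) under median-of-ratios scaling and 0.44 with the day 14 range of genes and UMIs at both days. That range also turned the ZsGFP ratio to 0.20, so neither direction is settled in compartment 2.

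Within each library, cells of compartment 1 with and without a UMI of their own virus were compared at matched depth. The TBX18 library at day 3 had 1393 cells with and 1739 without a transgene UMI, and the SD of the log2 ratios over genes was 0.32. In the GFP library at day 3, with 2437 and 2078 such cells, the SD was 0.09. At day 14 the SDs lay closer together, at 0.15 for GFP, 0.24 for TBX18 and 0.22 for A83-01. These rest on 929, 199 and 337 cells with a transgene UMI. The contrast of the TBX18 library at day 3 had r over genes of 0.45 with that of the TBX18 library at day 14 and of 0.56 with that of the A83-01 library. The TBX18 and A83-01 libraries at day 14 had an r of 0.61. With transgene labels shuffled among cells of a library at the same depth, the mean r between the TBX18 libraries at day 3 and day 14 was -0.02. The GFP contrasts at day 3 and day 14 had an r of 0.32. The GFP contrast at day 3 had r of 0.10 with the TBX18 contrast at day 3, and the GFP contrast at day 14 had r of 0.34 with the TBX18 contrast at day 14. Over 20 splits of the cells, reliability was 0.43 for GFP and 0.95 for TBX18 at day 3, and 0.61, 0.65 and 0.71 for GFP, TBX18 and A83-01 at day 14. Corrected for reliability, the r of the GFP contrast at day 3 was 0.15, 0.29 and 0.37 with the contrasts of TBX18 at day 3, TBX18 at day 14 and A83-01. For the GFP contrast at day 14 these were 0.24, 0.54 and 0.50. Between day 3 and day 14 the corrected r was 0.63 for the GFP contrasts and 0.58 for the TBX18 contrasts, and between A83-01 and TBX18 it was 0.68 at day 3 and 0.89 at day 14. The TBX18 contrast at day 3 also had r of 0.34 with the TBX18 over GFP ratios at day 3, against a mean of -0.04 for shuffled labels.

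**Figure D4:**
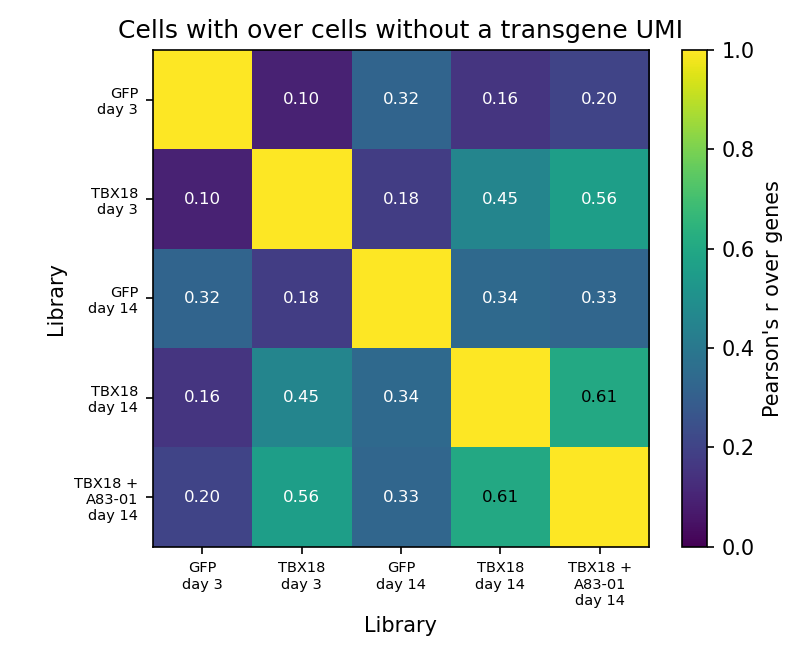
Pearson's r over 4508 genes between libraries, for the log2 ratio of compartment 1 cells with a transgene UMI over cells without one (colour scale from 0 to 1, the diagonal is 1 by definition). The TBX18 libraries share r of 0.45 to 0.61.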

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

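The tests in this part were chosen after the results were seen. In compartment 1, ENSRNOG00000040201 was lower with TBX18 than with GFP at day 3, with a log2 ratio of -5.01, and higher at day 14, with a log2 ratio of 0.22. The difference between the days was not tested, since each group has 1 library. A candidate explanation for the opposite direction at day 14 is the scaling of the libraries. Under median-of-ratios scaling the day 14 ratio was -0.011, so the change of direction rests on the scaling, while a loss of most of the day 3 difference does not. An effect of TBX18 that faded between the days, and differences between single cultures, stay open and were not tested.

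In compartment 2, ENSRNOG00000058006 was lower with TBX18 than with GFP at day 3, with a log2 ratio of -0.79, and higher at day 14, with a log2 ratio of 1.69. The difference between the days was not tested, since each group has 1 library. The scaling of the libraries is unlikely as the cause, since median-of-ratios scaling gave -0.69 at day 3 and 1.54 at day 14. The day 14 value rests on 91 UMIs with TBX18 and 17 UMIs with GFP. Differences between single cultures, cells placed in the wrong compartment and an effect of TBX18 stay open and were not tested.

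Barcodes with fewer than 500 genes were left out of the main comparisons and entered only the alternative with no filter on cells. In the GFP library at day 3, 731 such barcodes held 4 EGFP UMIs, and in the TBX18 library at day 3, 292 such barcodes held 5 ZsGFP UMIs, both above the 3 counts that a count of 0 allows. Both levels were far below those of the barcodes with at least 500 genes, doublets included, at 0.767 CPM against 57.1 CPM for EGFP and 1.69 CPM against 32.7 CPM for ZsGFP. In the GFP library, 6 genes took 80.2% of the UMIs of these barcodes, and the same genes took 11.9% of the UMIs of the barcodes with at least 500 genes. Free RNA with the profile of those barcodes could not give that share. Damaged cells, or free RNA of another make-up, stay open, and no biological explanation was tested because the leading IDs have no names here.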

How the results depend on the processing

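The compartment shares, the SDs of the ratios, the correlations between comparisons that share no library, the contrasts within libraries of the same virus with the TBX18 contrast against the day 3 ratios, the transgene ratios and the shares of cells with a UMI were recomputed under alternatives that changed 1 choice at a time. The mixing of neighbours, the correlations between ratios with a library in common or between compartments, the ratios of single IDs apart from median-of-ratios scaling, the reliabilities and the correlations between GFP and TBX18 contrasts were not, apart from those of GFP with TBX18 alone at the same day. The transgene ratios within compartments and these correlations were added after seeing the data. Of 512 values 431 stayed within their tolerance, 77 moved and 4 changed direction from a main value whose interval excluded 0. Not every value could move, so the 431 overstate stability. Clustering does not enter the transgene ratios over all cells. A change of scaling shifts the ratios of a comparison alike, apart from the pseudocount and the genes kept, and can hardly change an SD or r. The day 14 over day 3 ratio of hTBX18 in compartment 2 is not among the 4, since its interval included 0. It went from -0.12 to 0.44 with the day 14 range and to 0.078 for the mean of per-cell CPM. The day 14 range at both days, the minimum of 100 CPM, the pseudocount of 5 CPM, the clustering without compartment genes and the matching within clusters were chosen after seeing the data. The parts of the filters that need mitochondrial genes, and the alternatives for gene lists, were not run because no gene names were paired with the IDs. All values under Leiden resolutions 0.5 and 2 and under totals without the 20 most abundant genes stayed within their tolerance, as did all but 1 under at least 1000 genes per cell. Under both resolutions 99.99% of cells kept their compartment, so these resolutions are weak tests. No paired analysis was possible because each group has 1 library. A fit of virus, day and inhibitor over the 5 libraries would leave 1 residual degree of freedom, which is the difference of the TBX18 effect between the days, and was not run. Where no cause is named for a change below, the cause was not tested.

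The order of the compartment 1 shares at day 14 held under every alternative that gives them, with the TBX18 library 17.2 to 18.4 points under the GFP library. Most of these alternatives could hardly change it. The day 14 tables lie almost entirely within the filters on genes and UMIs. Other clusterings kept 99.87% to 99.99% of cells in their compartment. Keeping doublets did add cells at day 14, and gave the 18.4 points. With doublets kept, the shares were 60.2% for GFP and 53.2% for TBX18 at day 3, and 35.8%, 17.4% and 36.6% for GFP, TBX18 and A83-01 at day 14. With no filter on cells they were 62.7% for GFP and 53.5% for TBX18 at day 3. With the day 14 range at both days, the TBX18 share at day 3 was 46.2%.

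Over all cells, the log2 ratio of EGFP between day 14 and day 3 changed direction, at -0.20 under median-of-ratios scaling. It was 0.21 for the mean of per-cell CPM and 0.26 with the day 14 range. The log2 ratio of hTBX18 was -2.96 under median-of-ratios scaling, -2.81 for the mean of per-cell CPM and -2.20 with the day 14 range. That of ZsGFP was -4.33, -4.28 and -3.59 under the same settings. Within compartment 1, the A83-01 over TBX18 ratios of hTBX18 and ZsGFP turned from -0.33 and -0.37 to 0.18 and 0.15 under median-of-ratios scaling. Within compartment 2, the day 14 over day 3 ratio of ZsGFP turned from -0.73 to 0.20 with the day 14 range. It moved the other way to -1.37 with at least 1000 genes per cell and -1.47 with no filter on cells. With doublets kept it was -1.46, and under median-of-ratios scaling -1.30. Unthinned cells are deeper by construction, and the shares with a UMI rose to 34.9% and 22.2% for EGFP at day 3 and day 14. The unthinned shares for ZsGFP were 18.7%, 2.37% and 3.52%, and for hTBX18 16.5%, 2.60% and 3.77%, in the TBX18 libraries at day 3, at day 14 and at day 14 with A83-01.

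A pseudocount of 5 CPM shrinks ratios of low genes by construction. With it, the SD in compartment 1 was 0.55 for TBX18 over GFP at day 3, 0.47 for A83-01 over TBX18, 0.90 for day 14 over day 3 in GFP and 0.78 in TBX18. In compartment 2 it was 0.37 for TBX18 over GFP at day 14, 0.59 for A83-01 over TBX18, 0.99 for day 14 over day 3 in GFP and 1.00 in TBX18. With at least 100 CPM, which leaves fewer genes, the SD of day 14 over day 3 in compartment 1 was 1.15 in GFP and 1.02 in TBX18, and in compartment 2 it was 1.27 and 1.28. The r between the TBX18 ratios of the 2 days in compartment 1 was then 0.18, and the r between the day 3 and A83-01 ratios in compartment 2 was -0.063.

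The contrasts of cells with and without a transgene UMI also depended on the choices. With at least 100 CPM, r was 0.34 between TBX18 at day 3 and day 14, 0.40 between TBX18 at day 3 and A83-01, 0.69 between TBX18 at day 14 and A83-01, and 0.23 between the GFP libraries. With matching within clusters, these were 0.24, 0.30, 0.45 and 0.24. The r of the TBX18 contrast at day 3 with the TBX18 over GFP ratios was 0.15 with at least 100 CPM and 0.26 with the day 14 range. The r between the GFP libraries also moved to 0.45 with doublets kept, 0.23 with no filter on cells, 0.23 with libraries clustered separately, 0.21 with the day 14 range and 0.19 without the compartment genes. The r between GFP and TBX18 at day 3 was 0.037 with doublets kept and 0.17 without the compartment genes. The r between GFP and TBX18 at day 14 was 0.27 with the day 14 range, 0.26 for the mean of per-cell CPM, 0.23 with at least 100 CPM and 0.11 with matching within clusters. The GFP contrast at day 3 had the lowest reliability, at 0.43. The number of UMIs limits the precision of the transgene values at day 14, where the TBX18 library held 294 hTBX18 UMIs against 2217 at day 3, mostly because the level itself was lower, at 2.31 CPM against 12.6 CPM.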

Other observations

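Of the tests in this part, those on the share at day 3, on the fall of the transgenes between the days and on the carrying of an adenovirus were chosen after the results were seen. The clustering without 500 genes, the day 14 range at day 3 and the matching within clusters were also added after the data had been seen. Compartment 1 held 17.2 percentage points fewer cells with TBX18 than with GFP at day 14, and the share with A83-01 lay near that of GFP. Several sources stay open. A change in the genes that separate the compartments is one of them: without the 500 leading genes the difference was -17.2 points, but 99.9% of cells kept their compartment, so that leaving these genes out moved almost nothing and decides nothing. The tables of day 14 hold a fixed range of genes and UMIs per cell, and the same range at day 3 moved the TBX18 minus GFP difference by -5.43 points, so an effect of the authors' filter at day 14 cannot be told apart from the groups. A difference between single cultures at plating or dissociation cannot be told apart either, and the difference was already -7.56 points at day 3. Loss of cells, growth of the other compartment and a full change of cell state after TBX18 were not tested.

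The TBX18 over GFP ratios at day 3 spread wider in compartment 1, which holds most of the transgene UMIs, than in compartment 2. Counting error is unlikely as the cause, at an SD of 0.044 against 0.63. A shift of the whole library may contribute, since the ratios of both compartments had r over genes of 0.51, just above the 0.5 written down for such a shift before this value was computed. A shift of like size in both compartments would not by itself give the wider spread. An effect of TBX18 on transduced cells, on all cells of the culture, or both, stays open.

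Over all cells and within compartment 1, hTBX18 and ZsGFP fell between day 3 and day 14. In compartment 2 the log2 ratio of hTBX18 was -0.12 by totals, -0.68 under median-of-ratios scaling and 0.44 with the day 14 range at both days, so its direction is not settled there. The change of unit, depth or filter between the days is unlikely as the whole cause. With the day 14 range at both days, the log2 ratios over all cells were still -2.20 for hTBX18 and -3.59 for ZsGFP. That of EGFP was 0.14, and -0.20 under median-of-ratios scaling. EGFP is no flat control, since it rose within both compartments, with log2 ratios of 0.74 and 1.11. It comes from other libraries and cannot exclude a filter that acts on the TBX18 libraries alone. The smaller share of compartment 1 at day 14 may account for part of the fall over all cells but not for all. Within compartment 1 hTBX18 fell as well, with a log2 ratio of -1.37, and of -1.92 under median-of-ratios scaling. The GFP and TBX18 viruses are separate viruses, and differences in dose, promoter or loss of transduced cells were not tested.

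Cells with a transgene UMI differed from cells without one alike in the TBX18 libraries, and the GFP libraries resembled each other to a degree that is not settled. Their r was 0.32, with 0.19 to 0.45 under the alternatives, and 0.63 after correction for reliability, which was 0.43 for GFP at day 3. Some cells with a UMI may hold free RNA only, and this share was not measured. Carrying any adenovirus is unlikely as the whole cause of the TBX18 contrast at day 3. Its r with the EGFP contrast at day 3 was 0.096, and 0.037 to 0.17 under the alternatives. Under each of them it stayed well below the r between TBX18 at day 3 and day 14. Corrected for reliability, its r was 0.15 with the EGFP contrast at day 3 and 0.24 with that at day 14, against 0.58 with TBX18 at day 14 and 0.68 with A83-01. A part of the cause stays open, since the EGFP contrast at day 3 had a corrected r of 0.29 and 0.37 with the TBX18 and A83-01 contrasts at day 14. At day 14 carrying an adenovirus may be a cause, since r with the EGFP contrast was 0.34, with 0.11 to 0.38 under the alternatives, or 0.54 after correction for reliability, against a corrected 0.89 between the TBX18 and A83-01 libraries. Clusters within compartment 1 that differ in transduction may account for part of the likeness: with matching inside clusters, r between the TBX18 libraries at day 3 and day 14 was 0.24 in place of 0.45. It stayed above 0.1, the level written down for a full account before this value was computed, but the fall is large, and matching within clusters also leaves fewer cells to compare. A response to hTBX18 itself stays a hypothesis.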
